A study of Homo sapiens with 10 samples. Its data were reported in "The role of miR-17-92 in the miRegulatory landscape of Ewing sarcoma" (2016).

How the data were processed

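Poly(A)-selected RNA was sequenced from a clone of the Ewing sarcoma cell line A673 that carries an inducible shRNA against EWS-FLI1, after transfection with miRNA sponge plasmids. A sponge is a transcript with repeated binding sites that sequesters a miRNA from its targets. Per the labels, 4 libraries of batch 1 came from cells with a control sponge built on CXCR4 sequence or a sponge against the miR-17-92 cluster, and 6 libraries of batch 2 came from cells with the control sponge, a sponge against miR-10b or a sponge against miR-9. The 5 groups held 2 libraries each. No sponge other than the control was present in both batches.

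The authors deposited raw read counts per gene, keyed by NCBI Entrez gene ID, with no normalisation. Per the study's methods, single-end reads were aligned with STAR to GRCh37 with decoy sequences, reads that mapped to more than 1 place were dropped, and reads were counted over RefSeq genes with featureCounts. Multi-copy genes are therefore undercounted, and the strand setting of the counting was not stated, so overlapping and antisense genes may share reads. The labels name TRIzol for RNA extraction whereas the methods name a column kit, and which was used for these libraries is not known. One batch 2 control column carried a doubled digit in its replicate number and was read as replicate 2.

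The table held 25702 gene IDs, of which 23696 received a current symbol from the RefSeq gene table of a later assembly (GRCh38.p14), used for names alone. Coordinates and 3'UTRs were taken from GENCODE on GRCh37, the build of the alignment. Library totals ranged from 11380252 to 34249353 counts. Genes with more than 10 CPM (counts scaled by the normalised library total) in at least 3 libraries were tested, which left 9749 genes.

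Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM factors, quasi-likelihood F-tests, a mean for each of the 5 groups and a dispersion shared by all 10 libraries. Each sponge was set against the control libraries of its own batch. Multiple testing was handled with Benjamini-Hochberg adjusted p-values, and a gene was called at an adjusted p under 0.1 with a fold change above 1.5. Effects of sponges in different batches were compared by an interaction contrast. Means of CPM are given with the SD (n = 2), and log2 fold changes with the standard error (SE). With 2 libraries per group no exact two-sided permutation test can fall below 0.333, so p-values rest on the dispersion model.

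Gene lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01. The value of a list is the median log2 fold change of its genes minus the median of all other genes tested. The 6 tests of 2 study lists under 3 sponges were adjusted together at 0.05. The 87 genes that the study chose for a PAR-CLIP hit and a rise under the miR-17-92 sponge were drawn from the batch 1 libraries used here, so their values under that sponge are not independent evidence. The study described its 20 TGFB/BMP genes as part of the 87, but 15 of the 20 are in the list of 87 used here. PAR-CLIP maps the binding sites of AGO2 on RNA by crosslinking. The 7 other lists were EWS-FLI1 activated genes, EWS-FLI1 repressed genes, immediate early genes, interferon response genes, YAP/TEAD target genes, core TGFB/BMP genes and the label check genes. The targets named below formed a further list. The tests of all lists on the sponge effect and on the replicate difference, 20 in number, were adjusted together.

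Seed sites of 6 miRNA families (7 bases) were located in the longest annotated 3'UTR of each gene. The log2 fold change was regressed across genes on the presence of a site, with 3'UTR length, 3'UTR GC content and mean expression as covariates, and the coefficient was placed among those of all reorderings of the same bases. A percentile in the outer 2.5% at either end was taken as past the threshold. The use of the percentile, in place of the coefficient, as the measure carried through the alternatives was decided after the coefficients were seen. Both procedures were tested on simulated data. With 200 genes changed per run, edgeR recovered 100% of changes of at least 2-fold without a simulated replicate difference and 87.5% with one. Counts were also simulated from the values fitted with the replicate as a block. On these, the group means called 0 to 1 genes with the replicate difference of batch 2 in place and 601 to 609 without it. The 87.5% is therefore not the power of the main model on these data. All 6 seed families passed the upper threshold with a simulated shift of 0.1 on the log2 scale, and 0 passed without it, over 9471 genes. The noise in that simulation was drawn independently for each gene with the spread of the miR-9 effect.

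Libraries with the same number or letter were checked for pairing. The correlation across genes of their deviations from the group means was 0.236 between the groups of batch 1, and 0.905, 0.937 and 0.924 between the groups of batch 2. The numbers therefore paired the libraries of batch 2. In batch 1 the pairing by letter was weak and rests on the first of these correlations alone. The fit with the replicate as a block was an alternative planned before the data were examined. The other alternatives were DESeq2 1.42.0, limma-voom, other size factors and filters, the libraries of 1 batch alone, no batch term, other thresholds, other list tests, other site definitions and each library left out in turn.

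Genes named in the text were fixed at the same time: label checks (MIR17HG, CXCR4, EWSR1, FLI1), the study's reporter-assay genes and other known targets, TGFB/BMP genes, and for each comparison up to 5 genes raised and 5 lowered with the largest change among those called whose libraries did not overlap. Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the seed sites, tables and plots. All 10 libraries were used, and 0 columns of the table were left out. Genes under the filter were left out of the main tests, and MIR17HG, GBP3 and MXD1 were fitted under the looser filter of at least 1 CPM in 2 libraries. The separate results of 2 of the genes so chosen are not reported here.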

Results

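To measure how gene expression responds to the loss of single miRNA families in Ewing sarcoma cells, RNA-seq counts were examined from a clone of the A673 line in which a miRNA was sequestered by a sponge. The data comprised 10 libraries in 5 groups of 2. Batch 1 held the CXCR4 control sponge (18487835 and 11380252 counts for replicates A and B) and the miR-17-92 sponge (12153181 and 18716067 counts). Batch 2 held the CXCR4 control sponge (15651631 and 13632169 counts for replicates 1 and 2), the miR-10b sponge (34249353 and 25822310 counts) and the miR-9 sponge (15797671 and 14917432 counts). Between 16792 and 17766 genes had at least 1 count in a library. At the smallest depth, 3 counts correspond to 0.264 CPM of the unnormalised total.

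The first principal component of log2 CPM carried 59.5% of the variance and separated the batches. The second carried 29.4% and separated replicate 1 from replicate 2 in all 3 groups of batch 2. Variation between replicates was therefore larger in batch 2, with a biological coefficient of variation of 0.18 against 0.0966 in batch 1 when each batch was fitted alone. Once the replicate number entered as a block, it was 0.04 in batch 2 and 0.0821 in batch 1.

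Genes that bear on the labels were read first. The sponges act on mature miRNAs, which poly(A)-selected libraries do not measure, so the targeted molecules themselves could not be checked. MIR17HG, the host gene of the miR-17-92 cluster (chromosome 13, 91999940 to 92049846, GRCh37), had 4.03 ± 0.986 CPM (SD, n = 2) under the batch 1 control and 5.81 ± 2.5 CPM under the miR-17-92 sponge, a log2 fold change of 0.53 (SE 0.329, edgeR adjusted p = 0.607). EWSR1 changed by 0.050 (SE 0.144, adjusted p = 0.885) and FLI1 by 0.24 (SE 0.189, adjusted p = 0.604) under the miR-17-92 sponge. FLI1 rose by 0.24 with the replicate block as well (SE 0.0629, edgeR adjusted p = 0.0282), short of a fold change of 1.5. The blocked value of EWSR1 was 0.051 (SE 0.0491, adjusted p = 0.453). CXCR4, whose sequence the control sponge was built on, fell from 43.0 ± 1.6 CPM under the batch 1 control to 15.5 ± 3.9 CPM under the miR-17-92 sponge (log2 fold change -1.48, SE 0.952, adjusted p = 0.575). In batch 2 its 2 control libraries themselves had 91.2 and 17.6 CPM, so this difference was not larger than the spread between replicates of the whole data set. With the replicate as a block the SE was 0.178 (log2 fold change -1.49), and CXCR4 was called. In batch 2 CXCR4 did not mark the control sponge. Replicates 1 and 2 had 89.5 and 26.5 CPM under the miR-10b sponge and 86.1 and 17.9 CPM under the miR-9 sponge. Between replicate 2 and replicate 1 of batch 2 its log2 fold change was -2.075 (SE 0.0983). Its fall under the miR-17-92 sponge had the same direction.

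The miR-17-92 sponge was compared with the control of batch 1 to ask which genes the cluster represses. No gene was called: 0 genes were higher and 0 lower among 9749 tested, 865 genes had an unadjusted p under 0.05, and the smallest adjusted p was 0.542. The alternative planned beforehand that moved this count most was the replicate block, under which 500 genes were called, 172 higher and 328 lower. Leaving out the batch 2 libraries altogether gave 309 genes, 114 higher and 195 lower, and DESeq2 in place of edgeR gave 21. The median log2 fold change of all genes lay between -0.024 and 0.0036 under TMM, RLE and upper-quartile factors.

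**Figure D1:**
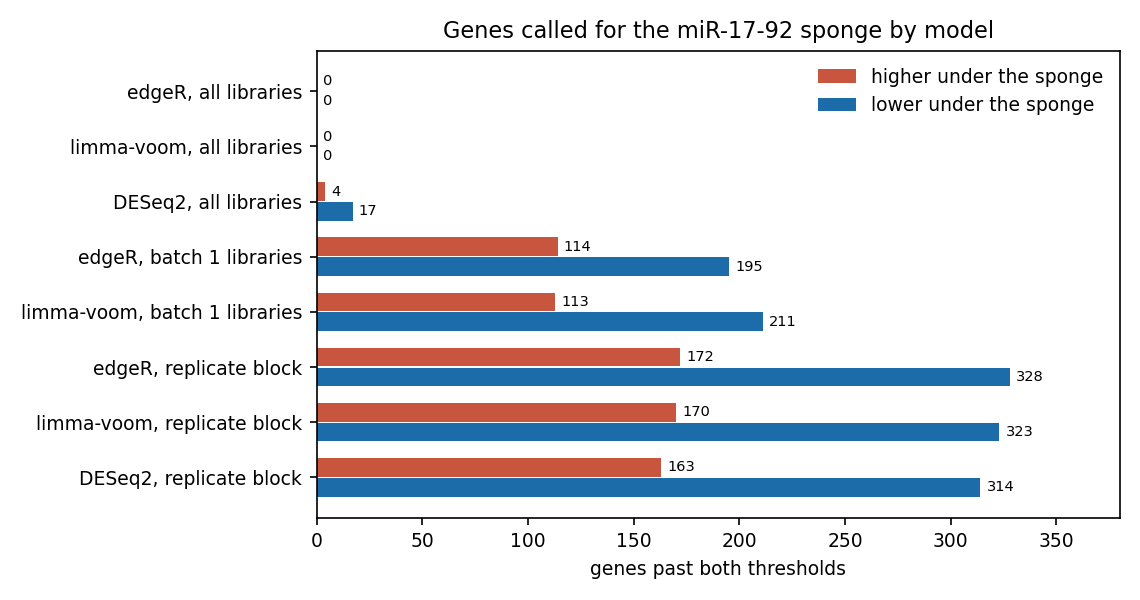
Number of genes called for the miR-17-92 sponge against the batch 1 control (x axis, genes with an adjusted p under 0.1 and a fold change above 1.5) under 8 models (y axis), with higher genes in red and lower genes in blue. edgeR and limma-voom on all 10 libraries called 0 genes, and the models with a replicate block called 500, 493 and 477.

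All 11 reporter-assay genes and known targets were higher under the miR-17-92 sponge, except that CDKN1A (-0.24) and MAPK8 (-0.074) were lower without sponge replicate B, with log2 fold changes from 0.16 to 2.13 and adjusted p-values from 0.542 to 0.654, so none was called. With the replicate block, 9 of the 11 had an adjusted p under 0.1. However, 9 of the 11 are among the 87 genes that the study chose for a rise in these libraries. Their direction under this sponge was fixed by that choice, so their rise is not independent evidence. CCN2 (CTGF, chromosome 6, 132269316 to 132272512, GRCh37) had the largest rise of these, from 21.2 ± 8.52 to 93.6 ± 2.63 CPM (log2 fold change 2.13, SE 1.26, adjusted p = 0.566), and its 3'UTR held a miR-18 site (132269352 to 132269358) and a miR-19 site (132269355 to 132269361). FOSL2 (chromosome 2, 28615315 to 28640184) rose from 14.2 ± 3.25 to 35.9 ± 6.32 CPM (log2 fold change 1.33, SE 0.679), with sites for miR-17/20a (28639813 to 28639819), miR-18 (28635379 to 28635385), miR-19 (28640024 to 28640030) and miR-92 (28635894 to 28635900). BAMBI (chromosome 10, 28966439 to 28971861) rose from 24.5 ± 7.03 to 40.8 ± 3.21 CPM (log2 fold change 0.73, SE 0.418), with sites for miR-17/20a (28971396 to 28971402) and miR-19 (28971488 to 28971494). RUNX3 and GBP3 rose by 0.54 (SE 0.219) and 1.03 (SE 0.349) on the log2 scale, and MXD1, KDM2A and ABL2 by 1.01, 0.47 and 0.44. CDKN1A (0.26) and MAPK8 (0.16) were the 2 that stayed above an adjusted p of 0.1 with the replicate block. Both lay below the lowest log2 fold change of the 87 study genes tested (0.31), so they are the 2 not chosen that way. In batch 2, replicate 2 of the control had 84.8 CPM of CCN2 and replicate 1 had 8.20 CPM, a difference as large as that between sponge and control in batch 1.

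**Figure D2:**
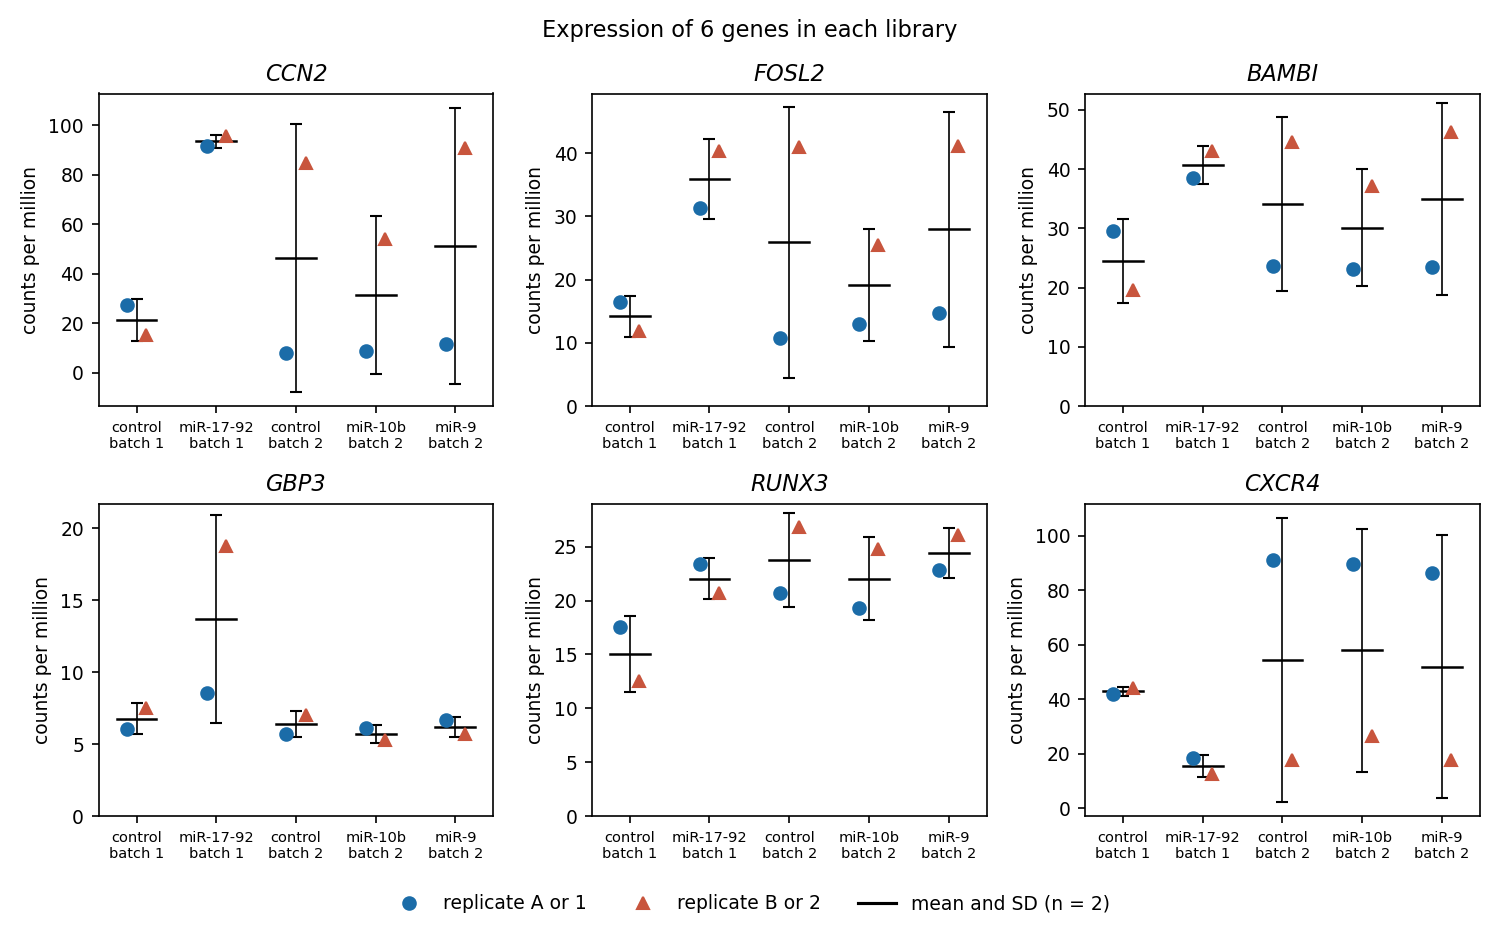
CPM (y axis) of 6 genes in each of the 10 libraries, by group (x axis), with replicate A or 1 as blue circles, replicate B or 2 as red triangles, and black bars for the mean and SD of 2 libraries. CCN2 lay between 91.7 and 95.5 CPM in the miR-17-92 sponge libraries and between 8.20 and 84.8 CPM in the batch 2 controls, and the replicates of each batch 2 group lay apart for CCN2 and CXCR4.

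Core genes of TGFB/BMP signalling moved less. The 6 genes TGFBR2, SMAD2, SMAD4, BCL2L11, ID1 and ID3 had log2 fold changes from 0.025 to 0.38 (adjusted p from 0.553 to 0.898), and 3 of them had an adjusted p under 0.1 with the replicate block. The signs of TGFBR2 and SMAD2 changed when all 4 control libraries were pooled without a batch term, and that of SMAD2 also with upper-quartile factors. Without sponge replicate A, TGFBR2 (-0.031), SMAD2 (-0.013) and ID3 (-0.043) were lower, and without control replicate B, ID3 was lower (-0.068).

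Of the 87 genes chosen by the study on these libraries, 83 passed the filter. Their value under the miR-17-92 sponge was 0.40 (camera in limma, adjusted p = 1.00e-21), with 83 of 83 genes higher and log2 fold changes from 0.31 to 2.13. It was 0.27 in replicate pair A and 0.58 in pair B. Adjusted over the list alone, 0 of the 83 genes had an adjusted p under 0.1 and over all genes 0 did, with 27 at an unadjusted p under 0.05. With the replicate block these counts were 83 and 81, and 16 genes were called. Of the 20 TGFB/BMP genes, 19 were tested, and their value was 0.41 (adjusted p = 1.60e-07), with 19 of 19 genes higher. Adjusted over the list alone, 4 of these had an adjusted p under 0.1 and over all genes 0 did, with 7 at an unadjusted p under 0.05, and with the replicate block these counts were 17 and 15. Neither call held under fry (adjusted p = 0.279 for both) or under an estimated inter-gene correlation (adjusted p = 0.525 for both), and over the alternatives the adjusted p of the first list ranged from 9.72e-25 to 0.528. As the 87 genes were chosen for a rise in these libraries, their direction under this sponge was fixed by that choice. The same holds for the 15 of the 20 TGFB/BMP genes that are among the 87, and for the rest the lists do not show it.

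The batch 2 libraries had no part in that choice, so the lists were also examined in the other sponges. Under the miR-9 sponge the 87 genes had a value of -0.010 (adjusted p = 0.742, 34 of 83 genes higher) and the TGFB/BMP genes had a value within 0.01 of 0 (adjusted p = 0.889, 9 of 19 higher). Under the miR-10b sponge the values were -0.077 (adjusted p = 1.36e-05, 7 of 83 higher) and -0.090 (adjusted p = 0.0126, 2 of 19 higher). The miR-10b values were 0.0071 and 0.050 in replicate pair 1 and -0.15 and -0.14 in pair 2, and neither call held under fry (adjusted p = 0.993) or an estimated correlation (adjusted p = 0.718). Fitted with the block, the values were -0.076 and -0.076 under the miR-10b sponge (camera adjusted p = 1.79e-08 and 0.000933) and -0.0092 and -0.0023 under the miR-9 sponge. Leaving out a library of a comparison left 1 in an arm, where the replicate difference (0.41 and 0.34 for the lists) no longer cancels, and the sign followed which replicate was dropped. Under the miR-10b sponge the values were 0.056 and 0.064 without its replicate 1, -0.23 and -0.25 without its replicate 2, -0.32 and -0.29 without control replicate 1, and 0.18 and 0.17 without control replicate 2. Under the miR-9 sponge they were 0.21 and 0.24 without its replicate 1, -0.28 and -0.17 without its replicate 2, -0.23 and -0.17 without control replicate 1, and 0.24 and 0.24 without control replicate 2. Adjusted over the list alone, 0 genes of either list had an adjusted p under 0.1 in either sponge, as over all genes, and 0 had an unadjusted p under 0.05. In the fit with the block the first count stayed at 0, and 5 of the 83 and 1 of the 19 genes had an unadjusted p under 0.05 under the miR-10b sponge, against 0 of either under the miR-9 sponge.

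To ask whether loss of a miRNA raised its targets as a class, seed sites in 3'UTRs were related to the log2 fold changes of 9471 genes. None of the 18 coefficients (6 families, 3 sponges) lay in the outer 2.5% at either end among reordered sequences. Any site in the longest 3'UTR counted here, with or without a PAR-CLIP hit. The study counted seeds within PAR-CLIP hits, so the result does not bear directly on its seed test. Under the miR-17-92 sponge the percentiles were 71.8 for miR-17/20a sites (coefficient -0.0014, SE 0.0075, 2664 genes with a site), 73.7 for miR-18, 94.2 for miR-19 and 87.2 for miR-92. The percentile was 28.1 for miR-9 sites under the miR-9 sponge (28.1 to 52.9 with each library left out) and 23.7 for miR-10b sites under the miR-10b sponge (23.7 to 51.8). The closest to a threshold was miR-19 under the miR-10b sponge, at 2.98. A shift of 0.1 in genes with a site was recovered for each family on simulated data. The simulated noise was independent between genes and had the spread of the miR-9 effect. The miR-17-92 effect was wider, with 494 genes beyond a fold change of 1.5 against 10 for miR-9. The simulation therefore does not show that a shift of 0.1 would be seen under the miR-17-92 sponge. Smaller shifts are not excluded under any sponge. Without replicate 2 of the batch 2 control, miR-17/20a sites moved to 23.5 and 20.8 and miR-19 sites to 87 and 78.5 under the miR-9 and miR-10b sponges. Restricting miR-18 sites to 8 bases moved the percentile under the miR-17-92 sponge to 33.2.

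**Figure D3:**
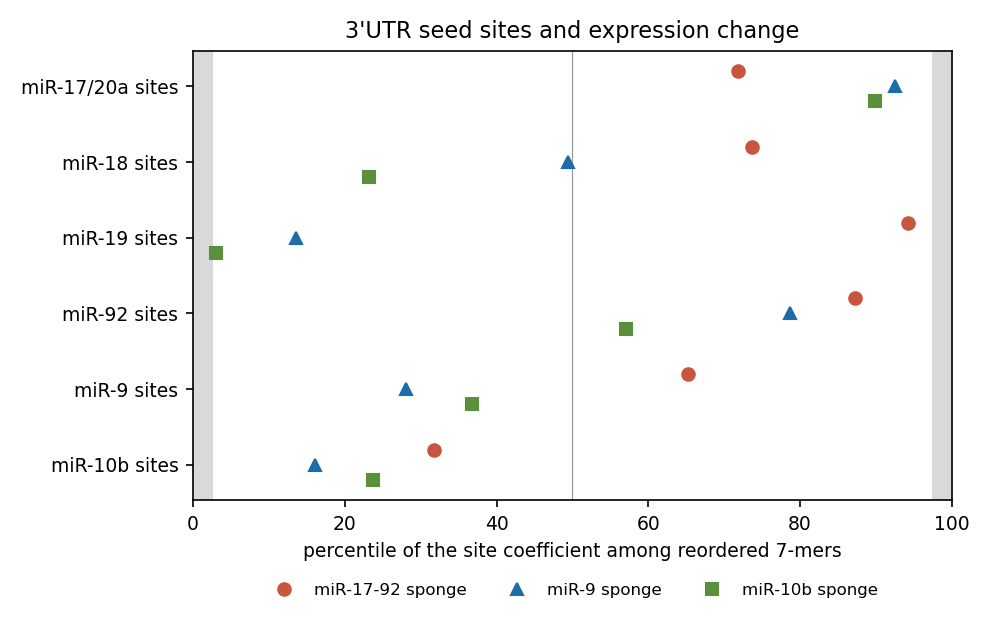
Percentile of the seed site coefficient among reordered 7-base sequences (x axis) for 6 miRNA families (y axis) under the miR-17-92 (red circles), miR-9 (blue triangles) and miR-10b (green squares) sponges, with grey bands over the outer 2.5% at either end. All 18 points lie between 2.98 and 94.2.

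The miR-9 and miR-10b sponges were compared with the control of batch 2 to ask whether sponges against other miRNAs move the same genes. Each had 0 genes called, with 4 and 3 genes at an unadjusted p under 0.05 and a smallest adjusted p of 1. The replicate block left both at 0, with 35 and 110 genes at an unadjusted p under 0.05. The miR-10b sponge against the miR-9 sponge also had 0 genes called, with 2 genes at an unadjusted p under 0.05. As neither had calls, their overlap was 0 genes, as was the overlap of the miR-17-92 and miR-9 sponges, and the same held with the replicate block. Across 9749 genes, which are not independent replicates, the miR-9 and miR-10b effects had a Pearson correlation of 0.471 (Spearman 0.447). In 50 simulations of unchanged groups against the same control libraries it was 0.42 on average, from 0.395 to 0.454. The miR-17-92 effect correlated with the miR-9 effect at -0.0407 and with the miR-10b effect at -0.492, and these share no libraries. Replicate 2 of the miR-10b sponge lay apart along the difference between replicates 2 and 1 of batch 2. Its score (projection of its deviation from the batch mean) was 0.334, against 0.611 for the control and 0.569 for the miR-9 sponge. Replicate 1 libraries scored -0.475, -0.524 and -0.515 in that order. The -0.492 may therefore rest on 1 library and is not evidence of an opposite response.

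Whether the miR-17-92 sponge acted differently from the other sponges was tested directly. No gene had a different effect at the thresholds: 0 genes against the miR-9 sponge (230 at an unadjusted p under 0.05) and 0 against the miR-10b sponge (448). With the replicate block these counts were 370 (122 higher, 248 lower) and 718 (278 higher, 440 lower), and 0 and 512 at an adjusted p under 0.05. At that limit the 0 against the miR-9 sponge became 146 in DESeq2 with the block, and 124 with the block and at least 1 CPM.

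The control sponges of the batches were compared to measure the difference that the batches carry on their own. Batch 2 had 122 genes called higher and 55 lower, 177 in all. Without a filter on low counts the total was 499, of which 174 were higher and 325 lower. DDT and SCO2 were at least 77.6-fold and 53.9-fold higher in batch 2, with 3 counts or fewer in every batch 1 library. TMSB4X, COX20 and CCDC107 were higher by 6.04, 5.13 and 3.72 on the log2 scale (SE 0.287, 0.286 and 0.287, adjusted p = 2.23e-05, 4.71e-05 and 0.000242). CIDEB and ANKRD36BP1 were at least 74.6-fold and 48.3-fold lower in batch 2, and the IDs EntrezGene 100507473 and EntrezGene 100507126, which have no current symbol, at least 264-fold and 261-fold lower. EntrezGene 100506728 completed the 5 lowered genes, with 0 counts in both batch 2 control libraries and 143 counts or more in the batch 1 controls.

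The replicate difference of batch 2 was also set against the sponge effect of batch 1. With the sponge as a term, 886 genes were called between replicate 2 and replicate 1 of batch 2, 377 higher and 509 lower. Most same-numbered libraries of different sponges differed little more than sampling noise. The test counted them as independent, so the 886 may describe a single difference between cultures or preparations. Across genes, the miR-17-92 effect correlated with this difference at 0.673 (Spearman 0.651), and 74.9% of genes had the same sign in both. The correlation was 0.594 in replicate pair A and 0.664 in pair B. The libraries compared are not shared between the 2 differences.

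**Figure D4:**
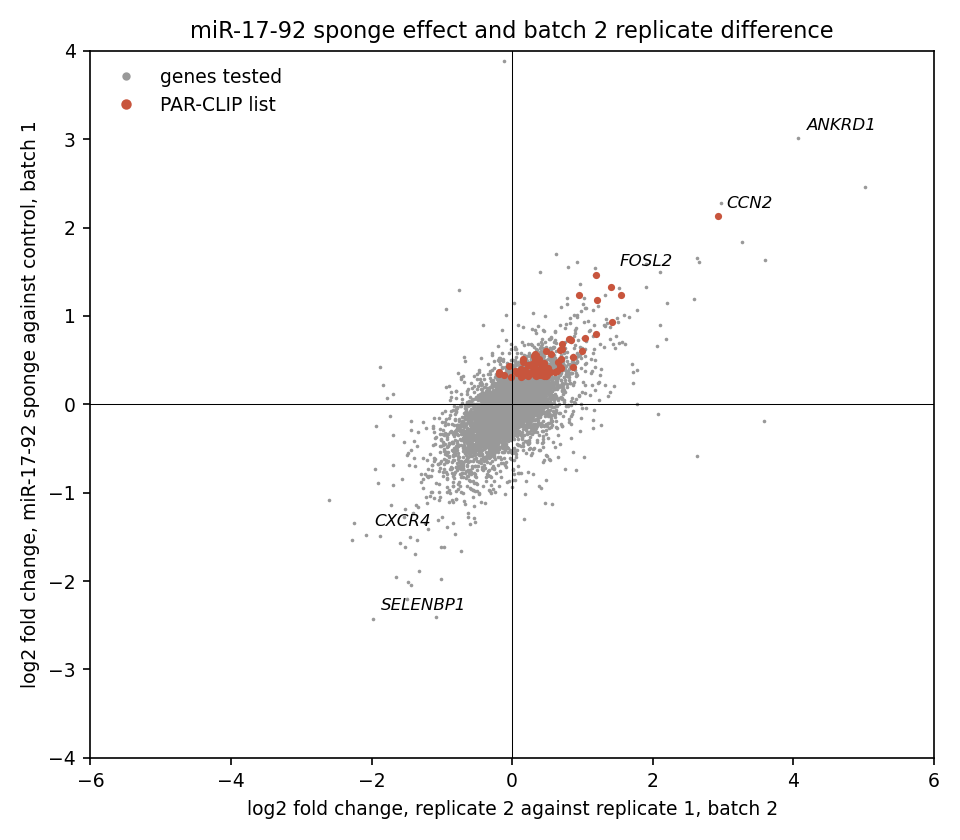
log2 fold change of the miR-17-92 sponge against the batch 1 control (y axis) and of replicate 2 against replicate 1 of batch 2 (x axis) for 9749 genes (grey), with 83 genes of the PAR-CLIP list in red. The genes follow a common diagonal (Pearson correlation 0.673), with CCN2 at 2.93 on the x axis and 2.13 on the y axis.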

Values the study reported

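The study reported 256 genes that fell and 182 genes that rose with its miR-17-92 sponge, at an absolute fold change above 1.5 and a false discovery rate under 0.1. It stated that these genes did not significantly overlap those changed by its miR-9 sponge. Counting only seeds within PAR-CLIP hits, it reported that seeds close to that of miR-17-92 were overrepresented in genes raised by that sponge. It listed 87 genes that both rose with the miR-17-92 sponge and had a PAR-CLIP hit with a matching seed, and linked 20 of these to TGFB/BMP signalling.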

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

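The explanations in this part were all tested after the results they bear on were seen. With the replicate block, 370 genes had a different effect under the miR-17-92 sponge and under the miR-9 sponge, and 718 genes under the miR-17-92 sponge and under the miR-10b sponge, by a test of the difference itself. At an adjusted p under 0.05 these counts were 0 and 512, with a smallest adjusted p of 0.0697 and 0.018. The 0 was not kept by DESeq2 with the block (146 genes) or by the block with at least 1 CPM (124 genes). Without the block, edgeR called 0 genes for either difference, with 230 and 448 genes at an unadjusted p under 0.05.

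Of the 370 genes, 321 were also called in the same direction for the miR-17-92 sponge alone with the block, as were 464 of the 718. A candidate explanation is the position of the libraries along the replicate difference of batch 2. Of the 370 calls, 54.1% were called in the same direction between replicate 2 and replicate 1, and of the 718 calls 51.5%, where 4.54% would be shared by chance. Across genes the correlation of the difference with the replicate difference was 0.665 and 0.689. These shares leave many calls unaccounted for. The sponge and the state of its cultures cannot be told apart here, with 2 libraries per group. The miR-17-92 libraries lay on one side of the batch 1 controls along the replicate difference (scores of 0.242 and 0.296 against -0.107 and -0.431). Replicate 2 of the miR-10b sponge scored 0.334, against 0.611 and 0.569 for replicate 2 of the control and the miR-9 sponge. That 1 library may add to the 718 genes.

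The library batch is a further possible explanation. The controls of the batches differed by 177 genes, and as neither the miR-17-92 sponge nor the other sponges were present in both batches, a sponge effect that depends on the batch cannot be told apart from a difference between sponges. The count for the miR-17-92 sponge with the block was 500 genes (172 higher, 328 lower), against 476 (186 higher, 290 lower) after correction for GC content and transcript length and 517 with all libraries thinned to the smallest total. These corrections were not run on the 370 and 718 genes. A biological difference between the miRNA families stays open and was not tested further.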

How the results depend on the processing

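Alternatives that join the replicate block to another tool, size factor or filter, that fit 1 batch with limma-voom or with the block, that join the block to another list test, and that leave out libraries outside a gene count's own groups were chosen after seeing the data; all others were planned before. The replicate block changed the count for the miR-17-92 sponge from 0 to 500 and those of the differences from the miR-9 and miR-10b sponges from 0 to 370 and 718; it left the miR-9, miR-10b and miR-10b against miR-9 counts at 0. At an adjusted p under 0.05 with the block, the 500, 370 and 718 genes became 485, 0 and 512. For the difference from the miR-9 sponge, limma-voom with the block and the block with RLE factors also gave 0 at that limit. DESeq2 with the block gave 146 genes and the block with at least 1 CPM 124, so the 0 depends on the tool and filter.

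For the miR-17-92 sponge, limma-voom with the block gave 493 genes, DESeq2 with the block 477, the block with RLE factors 505, the block with at least 1 CPM 1071 and the block on batch 1 libraries 481. Batch 1 libraries alone gave 309 genes with edgeR and 324 with limma-voom, and DESeq2 gave 21. For the difference from the miR-9 sponge, these were 338, 235, 370 and 517 for the first 4, and 2 for DESeq2. For that from the miR-10b sponge they were 696, 515, 716 and 1119, and 4. The cause of the change under the block was tested on counts simulated from the blocked fitted values: without a block, 0 to 1 genes were called with the replicate difference of batch 2 in place, and 601 to 609 once it was taken out, against 606 to 616 with the block either way. The dispersion shared with batch 2 thus lowered the count. The causes of the DESeq2 counts were not tested. Without the block, other size factors, filters and thresholds, limma-voom and no batch term left the count at 0 (834 to 1467 genes at an unadjusted p under 0.05). Leaving out each batch 2 library also gave 0 (674 to 1046 genes at an unadjusted p under 0.05). With the block, sharing may act the other way. At an adjusted p under 0.1 with no fold change minimum, 3550 genes passed with the block on all libraries. The block on batch 1 libraries gave 1451, so blocked p-values of single genes may be too small.

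For the controls of the batches, no filter gave 499 genes and at least 1 CPM gave 436, as more genes were tested, and dropping the fold change minimum gave 291 by construction. Other tools and size factors stayed within 1.5 times of 177, and leaving out libraries of other groups gave 151 to 171. No count is given with a library of its own groups left out, as an arm would hold 1 library. Overlaps of the miR-9 sponge with the miR-17-92 and miR-10b sponges were 0 genes in all settings. As the miR-9 sponge had 0 genes called in each of them, these overlaps could not differ from 0 and decide nothing.

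The value of the 87 genes under the miR-17-92 sponge stayed at 0.40 but was no longer past the threshold under fry or an estimated correlation, nor under either with the block; the TGFB/BMP genes had 0.41 in all 4. Leaving out a library gave 0.34 to 0.51 and 0.32 to 0.50. Under the miR-10b sponge, the block gave -0.076 and -0.076, past the threshold with camera (adjusted p = 1.79e-08 and 0.000933). Under fry and the estimated correlation neither list was past it, at -0.077 and -0.090 without the block and -0.076 and -0.076 with it. Pooling the controls without a batch term gave 0.010 for the 87 genes and -0.0045 for the TGFB/BMP genes, which no filter left at -0.089 and above the threshold. Under the miR-9 sponge, no batch term reversed both, to 0.078 (adjusted p = 0.00354, over alternatives 0.00354 to 0.993) and 0.10, and no filter reversed the TGFB/BMP genes to 0.0039. Leaving out each library gave -0.28 to 0.24 for the 87 genes and -0.17 to 0.24 for the TGFB/BMP genes under the miR-9 sponge, and -0.32 to 0.18 and -0.29 to 0.17 under the miR-10b sponge; the ends of these ranges leave 1 library in an arm, where the replicate difference no longer cancels. The causes of the other changes were not tested.

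No seed percentile lay in the outer 2.5% at either end in any setting. Some changed side of 50, and the cause was not tested. With sites of 8 bases, miR-18 stood at 33.2, 70.1 and 53.0 under the miR-17-92, miR-9 and miR-10b sponges, and miR-92 at 46.3 and 17.1 under the miR-9 and miR-10b sponges. With the shortest 3'UTR, miR-18 stood at 89.4 under the miR-9 sponge, miR-92, miR-9 and miR-10b at 39.9, 38.6 and 59.9 under the miR-17-92 sponge, and miR-9 at 67.1 under the miR-10b sponge. With at least 1 CPM, miR-18 stood at 46.3 under the miR-17-92 sponge, miR-18, miR-92 and miR-10b at 68.9, 20.1 and 60.8 under the miR-9 sponge, and miR-92, miR-9 and miR-10b at 22.3, 79.5 and 66.3 under the miR-10b sponge. Without gene covariates miR-18 stood at 51.3 under the miR-9 sponge, and with the replicate block at 56.1.

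Leaving out each library gave these percentile ranges under the miR-17-92 sponge: 48.2 to 83.7 for miR-17/20a, 68.2 to 77.3 for miR-18, 91.1 to 94.2 for miR-19, 74.8 to 92.6 for miR-92, 45.2 to 76.7 for miR-9 and 31.8 to 35.8 for miR-10b sites. Under the miR-9 sponge they were 23.5 to 92.7, 26.5 to 80.4, 7.02 to 87, 51.7 to 78.7, 28.1 to 52.9 and 16.3 to 51.5 for the same sites. Under the miR-10b sponge they were 20.8 to 89.9, 23.2 to 75.8, 2.74 to 78.5, 31.5 to 83.1, 33.8 to 50 and 23.7 to 51.8.

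Among single genes under the miR-17-92 sponge, no batch term reversed TGFBR2 to -0.049 and SMAD2 to -0.0064, and upper-quartile factors reversed SMAD2 to -0.0016. Leaving out each library gave -0.24 to 0.63 for CDKN1A, -0.074 to 0.36 for MAPK8, -0.031 to 0.15 for TGFBR2, -0.013 to 0.061 for SMAD2 and -0.068 to 0.61 for ID3, which was -0.043 without sponge replicate A. In the other settings 284 values for named genes kept their side of the threshold and 137 became past it, all in settings with the block or with batch 1 libraries alone; 31 moved by more than the replicate spread when a library was left out, and 303 did not. The filter of 10 CPM left out GBP3 and MXD1, which were tested under the looser filter.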

Other observations

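Of the tests in this part, 3 were fixed before their results were seen: the percentile of miR-17/20a sites on the replicate difference, the percentile of these sites after regression of the sponge effect on it, and the joint test of gene annotation between the batches. All others, including the separate reading of the 2 shares in the annotation test, were chosen afterwards.

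The counts of genes called for the miR-17-92 sponge were 0 higher and 0 lower here, with 865 genes at an unadjusted p under 0.05. That is lower than the values quoted from the study above. With the replicate block the counts were 172 and 328, and with batch 1 libraries alone 114 and 195.

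Replicate 2 differed from replicate 1 in batch 2 by 886 genes, in a test over the 3 sponges together. Of the 10 splits of the 6 libraries, 1 gave as many genes, the split by replicate itself, and the other 9 gave 0 with 5 to 85 genes at an unadjusted p under 0.05. A share under 0.1 cannot be had from 10 splits. Correction for GC content and transcript length gave 847 genes, thinning all libraries to the smallest total gave 920, and leaving out the 100 most abundant genes gave 882, which argues against each of these as the whole source. Shared handling of libraries with the same number stays open. The lowest correlation of deviations between groups of batch 2 was 0.905, which restates the difference and does not tell this explanation from others. Same-numbered batch 2 libraries of different sponges differed little more than sampling noise for 4 of the 6 pairs (a mean index of 1.52 to 2.54, where 1 is sampling noise alone), by 5.64 and 7.91 for the pairs with replicate 2 of the miR-10b sponge, and replicates of 1 sponge by 37.8 to 40.2 for the 3 sponges of batch 2. The 3 libraries of a number may thus act as copies of 1 culture or preparation, although the test counted them as independent. The 886 calls, and other p-values on this difference, would then rest on 1 unit per side. Whether the shared factor was the culture, the day or the library preparation is not in the labels. The labels give no biological difference between the replicates, and what was tested on the difference follows below.

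The miR-17-92 effect ran along the same difference, with a correlation across genes of 0.673. Of the genes called higher with the replicate block, 119 of 172 were also called higher in replicate 2 (69.2%, against 3.87% by chance), and of those lower, 188 of 328 (57.3%, against 5.22%). Only 7 were called in opposite directions. Correction for GC content and transcript length gave a correlation of 0.672, and thinning gave 0.673, which argues against both. Release of miR-17/20a targets in replicate 2 of batch 2 was tested as a cause, and the percentile of its sites on the replicate difference was 20.8. As these sites stood at 71.8 under the miR-17-92 sponge, where release was intended, the test decides nothing and release stays open. Variation between cultures that needs no sponge may contribute: the difference between the 2 control libraries of batch 1 correlated with the replicate difference at 0.564. The difference between the 2 sponge libraries did not run along it (correlation -0.0815), so this rests on 1 pair of libraries. The control and sponge libraries of batch 1 nevertheless did not overlap along it, and 45.7% of the variance of the blocked sponge effect lay along it, so a sponge effect on the same genes stays open.

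Regression of the miR-17-92 effect on the replicate difference had been planned as a test of whether a rise of miR-17/20a site genes was carried over from it. As no such rise was present (percentile 71.8), the test was void. The percentile after the regression was 92.5.

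A state with higher YAP/TEAD target genes is a candidate explanation for the shared direction. This list had a value of 0.57 on the replicate difference (19 genes, limma camera adjusted p = 0.000823) and of 0.61 on the miR-17-92 effect with the block (adjusted p = 8.45e-07). The list shares 3 genes with the 87 genes of the study. Immediate early genes had values of 0.49 (21 genes, adjusted p = 6.81e-05) and 0.50 (adjusted p = 6.81e-05), and 3 of them are among the 87 genes as well. These lists overlap in biology and do not name a cause, and these tests rest on the preset inter-gene correlation, without fry or an estimated correlation. Regression of the blocked miR-17-92 effect on the replicate difference took the value of the 87 genes of the study from 0.40 to 0.24, of YAP/TEAD target genes from 0.61 to 0.23 and of immediate early genes from 0.50 to 0.22.

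The other lists had these values on the blocked miR-17-92 effect, with camera p-values adjusted over 20 tests. Interferon response genes were lower by -0.36 (9 of 31 genes passed the filter, adjusted p = 0.0143) and stood at 0.023 on the replicate difference (adjusted p = 0.927). EWS-FLI1 repressed genes were higher by 0.44 (4 genes, adjusted p = 0.0321), and by 0.37 on the replicate difference (adjusted p = 0.0717). EWS-FLI1 activated genes stood at 0.033 (13 genes, adjusted p = 0.945) and 0.13 (adjusted p = 0.107). Core TGFB/BMP genes were higher by 0.22 (6 genes, adjusted p = 0.0603), the named targets by 0.55 (9 genes, adjusted p = 0.000135), and the label check genes stood at 0.049 (3 genes, adjusted p = 0.945). On the replicate difference these 3 lists stood at 0.24 (adjusted p = 0.0694), 0.45 (adjusted p = 0.00156) and 0.26 (adjusted p = 0.699), and after the regression the core genes stood at -0.011. The named targets, 9 of 11 of which are among the 87 genes, are not independent of these libraries.

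With the replicate block, the rule for named genes gave ANKRD1, NEB, MARCHF4, CCN2 and TAGLN as the genes raised most by the miR-17-92 sponge (blocked log2 fold changes of 3.01, 2.39, 2.25, 2.14 and 1.83) and SELENBP1, OLMALINC, SERPINF1 and STAC2 among those lowered most (-2.44, -2.22, -2.09 and -2.03). The rule was applied to this model after its results were seen. These 9 moved the same way in replicate 2 of batch 2, with log2 fold changes from -1.98 for SELENBP1 to 5.02 for NEB.

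Of the 177 genes that differed between the control sponges of the batches, 8 were counted in 1 batch alone, with more than 10 CPM in each of its libraries and 3 counts or fewer in every library of the other. EntrezGene 100506728 (0 or 1 counts in each batch 2 library) missed this rule, as 1 batch 1 library had 7.9 CPM. A difference in gene annotation between the batches at counting was tested as the cause. The joint test asked for a larger share of IDs without a current symbol among those in batch 1 alone and a larger share of genes with shared exon bases among those in batch 2 alone. The second share was 1.98 times that of the other genes tested, but it rests on 2 genes (Fisher's exact test, two-sided, p = 0.5), so the joint test decides nothing. Read on its own, the first share was 50% of 6 IDs against 0.53% of the other genes tested (Fisher's exact test, two-sided, p = 3.36e-06), as a change of annotation would give, and such a change may account for IDs of this kind. The other calls between the controls are not addressed by it, and the plasmid backbones of the control sponges stay open: the study's methods name the pBp control sponge for the comparisons of both the miR-17-92 and the miR-9 sponge. Methods and labels also list CMV-d2eGFP plasmids for CXCR4 and for the miR-17-92 sponge, and the labels assign neither control to a batch, so the miR-17-92 sponge and its control need not share a backbone. No biological explanation was tested.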
